# Comprehensive CRISPR-Cas9 screen identifies factors which are important for plasmablast development

**DOI:** 10.3389/fimmu.2022.979606

**Published:** 2022-09-15

**Authors:** Theresa Pinter, Maria Fischer, Markus Schäfer, Michaela Fellner, Julian Jude, Johannes Zuber, Meinrad Busslinger, Miriam Wöhner

**Keywords:** plasmablast, CRISPR/Cas9, sgRNA libraries, plasmablast differentiation, NIPBL, MAU2

## Abstract

Plasma cells (PCs) and their progenitors plasmablasts (PBs) are essential for the acute and long-term protection of the host against infections by providing vast levels of highly specific antibodies. Several transcription factors, like Blimp1 and Irf4, are already known to be essential for PC and PB differentiation and survival. We set out to identify additional genes, that are essential for PB development by CRISPR-Cas9 screening of 3,000 genes for the loss of PBs by employing the *in vitro*-inducible germinal center B cell (iGB) culture system and Rosa26^Cas9/+^ mice. Identified hits in the screen were *Mau2* and *Nipbl*, which are known to contribute to the loop extrusion function of the cohesin complex. Other examples of promising hits were *Taf6*, *Stat3*, *Ppp6c* and *Pgs1*. We thus provide a new set of genes, which are important for PB development.

## Introduction

The production and secretion of high-affinity antibodies is an essential part of the immune response and is the main function of plasma cells (PCs). When a mature B cell encounters an antigen, it differentiates into a short-lived, antibody-secreting plasmablast (PB) which can migrate to survival niches in the bone marrow and develop into a quiescent long-lived PC (1).

Several factors are known to be essential for PC differentiation and survival. To name some, the most prominent transcription factors are Blimp1 (2), Irf4 (3), the E-box proteins E2A and E2-2 (4), Aiolos (5) and Ikaros (6). We set out to identify additional genes essential for PB development and probed 3000 genes for their role in PB development in a Local Outlier Factor-based negative selection CRISPR screen in primary Cas9^+^ B cells which we cultured in the iGB system (7). This system allowed us to culture Cas9^+^ B cells for an extended period of time compared to other *in-vitro* PB culture systems which is necessary to evaluate loss of function effects on PB development. Newly identified targets in this screen will help us to gain a better understanding of which transcription factors directly or indirectly control PB development.

## Methods

### Mice

The *Rosa26* ^Cas9/+^ mice (8) and Blimp1^Gfp/+^ mice (9) were maintained on the C57BL/6 genetic background. All animal experiments were carried out according to valid project licenses which were approved and regularly controlled by the Austrian Veterinary Authorities.

### Antibodies for flow cytometry

The following monoclonal antibodies were used for flow cytometric analysis of the cultured cells: CD19-BV785 (1D3, BD), CD19-Fitc (1D3, Biolegend), CD19-BV421 (1D3, BD) CD23-Fitc (B3B4, ebioscience), CD43-PE (S7, Pharmingen), CD90.1-BV421 (OX-7, BD), CD138-APC (281-2, Biolegend), CD138-BV605 (281-2, BD) antibodies.

### Definition and flow cytometric sorting

The cells were sorted with a FACS Aria machine (Becton Dickinson) as follows: activated B cells (act B, CD19^+^CD23^+^CD138^–^), pre-plasmablasts (pre-PBs, CD19^+^CD23^–^CD138^–^), plasmablasts (PBs, CD19^+^CD23^–^CD138^+^).

### Selection criteria for genes tested in the screen

For the first screen we selected 998 genes, including *Irf4* and *Prdm1* as controls. 508 genes were at least 5-fold upregulated in RNA-Sequencing (RNA-Seq) data comparing either day-9 PBs (Blimp1^+^CD138^+^) and day-6 act B cells (Blimp1^–^CD138^–^) or day-9 pre-PBs (Blimp1^+^CD138^–^) and day-6 act B cells, cultured in the iGB system (7). 490 additional genes were selected as being at least 8-fold upregulated between mature B cells and PCs (10). We tested 6 single guide RNAs (sgRNAs) per gene except for some small genes where only fewer sgRNAs could be predicted.

For the second screen we targeted 2,000 genes, which were also selected from the RNA-Seq data of the iGB system. We selected genes, which had an expression of higher than 5 TPM in either the act B cells, pre-PBs or PBs. We annotated the genes and selected the categories kinases, ligand-dependent nuclear receptors, phosphatases, translation regulators, signal transducers, transcription factors, or chromatin modifiers. We then subtracted all genes which were included in the first screen or which are known to be essential for cell survival. We further excluded genes which have multiple locations in the genome. SgRNAs against *Prdm1*, *Irf4* and *Sdc1* were added as positive controls, as well as 500 neutral sgRNAs. We used 6 sgRNAs for most genes.

### RNA-sequencing

Total RNA was prepared by using the RNeasy Mini kit (QIAGEN). Genomic DNA was eliminated by using a gDNA eliminator spin column (QIAGEN). Approximately 1–5 ng of cDNA were used as starting material for the generation of sequencing libraries. About 1–5 ng of cDNA was used as starting material for the generation of sequencing libraries with the NEBNext Quick Ligation Module and NEBNext Ultra Ligation Module and NEBNext End Repair/dA-Tailing module. DNA fragments of 150–700 bp were selected with AMPure XP beads (Beckman Coulter), followed by PCR amplification with the KAPA Real Time Amplification kit (KAPA Biosystems). Completed libraries were quantified with the Agilent Bioanalyzer dsDNA 1000 assay kit and Agilent QPCR NGS Library Quantification kit. Cluster generation and sequencing was carried out through use of the Illumina HiSeq 2000 system with a read length of 50 nucleotides, according to the manufacturer’s guidelines.

### Design of sgRNA

The design of the sgRNA was performed as described before (11).

### Cloning of the library

The 81 mer oligo pools of the gene libraries were ordered from Twist Bioscience. The cloning was performed as described before (11).

### LentiX transfection

LentiX 293T cells were transfected with the library pool, using a transfection mix of the library vector pool, the helper plasmid pCMV-R8.74 and the envelope plasmid pCMV-Eco (4:2:1) by adding PEI (MW 25K, Polyscience, 24µg/ml). After 24 hours, the medium was changed to the target medium which was harvested after 12 hours and filtered (0.2 µm filters).

### Transduction of iGB-cultured B cells

The spleens of 8 week old Rosa26^Cas9/+^ mice were harvested and magnetically enriched using the B cell isolation kit (130-090-862 Miltenyi). For each sample one female and one male mouse were pooled and the cells were plated at 0.5 mio/ml in 2 ml on 6 well plates in iGB medium (RPMI medium supplemented with 10% fetal calf serum, 1 mM glutamine, 50 µM beta-mercaptoethanol, 10 mM Hepes and 1 mM sodium pyruvate), plus LPS (Sigma-Aldrich, 25 µg/ml), IL-4 (produced inhouse, 20 ng/ml), CD40L (R&D system, 100 pg/ml) and Baff (AdipoGen Life science, 100 pg/ml). After one day of culture the cells were transduced with the Lentiviral library using spinfection and Polybrene (Millipore, 5 µg/ml, 45 min, 2,400 rpm, 32°C). On day two the cells were counted and seeded on 75 cm^2^ flasks as 3 mio/flask in 25 ml iGB medium + IL-4 (20 ng/ml) + CD40L (100 pg/ml) + Baff (100 pg/ml) + G418 (Gibco, 200 µg/ml) on inactivated 40LB cells. The 40LB cells were cultured in DMEM supplemented with 10% fetal calf serum and either inactivated by 30 minutes irradiation (screen 1) or with mitomycine (Sigma-Aldrich, 10 µg/ml) which was added for 3 hours at 37°C (screen 2). 15 ml iGB medium + IL-4 (20 ng/ml) + CD40L (100 pg/ml) + Baff (100 pg/ml) +G418 (200 µg/ml) was added on day 4. On day 6 all cells were harvested, counted and reseeded or sorted. For reseeding, 3 mio cells were plated per flask in 50 flasks in 24 ml iGB medium + IL-21 (produced inhouse, 10 ng/ml) + CD40L (100 pg/ml) + Baff (100 pg/ml) + G418 (100 µg/ml). The rest of the cells was sorted for CD19^+^CD90.1(Thy1.1)^+^CD23^+^CD138^–^ (act B) and the pellet was washed with PBS and frozen at -80°C. On day 9, the cells were harvested and sorted for CD19^+^CD90.1(Thy1.1)^+^CD23^–^CD138^–^ (pre-PBs) and CD19^+^CD90(Thy1.1)^+^CD23^–^CD138^+^ (PBs). The pellets were frozen at -80°C. A representation of at least 500 cells per sgRNA was maintained for all samples.

### Library preparation for sequencing

DNA was prepared as previously described (11), as was the labeling for the sequencing (12). The PCR product was cleaned after both reactions by either AMPure XP beads (A63881, Beckman Coulter) (screen 2) or by agarose gel purification (screen 1). Sequencing was performed by the use of the Illumina HiSeq 2000 system with a read length of 50 nucleotides with 8% PhiX added, according to the manufacturer’s guidelines.

### Bioinformatical analysis

The bioinformatic analysis was done using MAGeCK (13). In the first step we calculated the guide-based DE expression, which was count based, similar to DESeq/EdgeR. We performed pairwise comparisons and calculated the log2-fold change (lfc_gene_ = mean(l2fc_gene_sgRNAs_)) and p-value. In a second step we ranked the sgRNAs based on the *P*-value (robust rank aggregation). We then tested for positive effects (elimination of gene leads to boost of cell growth) and negative effect (elimination of gene leads to cell death).

## Results

To identify novel factors required for PC or PB development and survival, we performed two separate CRISPR-Cas9 screens in the iGB system with two distinct PB/PC transcriptome based libraries. This divided approach was used because targeting everything in one approach would not have been experimentally feasible. 

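The transcriptomes of the iGB culture, from which the paper chose the genes of screen 2 and part of those of screen 1, were measured by RNA-Seq in B cells from the spleen of mice that carry a Gfp reporter in the Blimp1 (Prdm1) gene. In the iGB culture the cells lie on 40LB cells, a fibroblast line that expresses CD40L and Baff, first with IL-4 and then with IL-21. There were 4 sorted conditions with 2 biological replicates each, namely act B cells on day 6 after 6 days of IL-4, and act B cells, pre-PBs and PBs on day 9 after 6 days of IL-4 and 3 days of IL-21. The sources used here do not say whether replicates with the same number came from the same mouse. The submitters' processing notes name cutadapt, Bowtie, TopHat and featureCounts and the mouse genome build mm9, without tool versions. The deposited values are the log2 of TPM, a measure of a gene's reads relative to its length and to the library's total, for 24420 genes in each library, and they were turned back into TPM here. The whole reads behind the values were recovered from the ratios of each gene's values between libraries. This holds up to a common whole factor per gene, so the true reads of a gene, and the totals, may be higher than those recovered. All 124201 values above 0 came out as whole reads within a tolerance of 0.001. The recovered reads in genes were 15971805 and 16812026 for the replicates of day-6 act B cells, 13567403 and 11496494 for day-9 act B cells, 9688350 and 11990182 for pre-PBs, and 9537504 and 10082841 for PBs. Replicates of each condition differed by more than the sampling noise, with a chi-square per gene between 4.88 and 13.13, so no pair looked like a repeated deposit of the same library, and each library was counted as a sample of its own. That the replicates are biological rests on their labels. Conditions were compared with limma on log2(TPM + 1) over the 12266 genes with at least 1 TPM in at least 2 of the 8 libraries, with all 8 libraries in the same model and Benjamini-Hochberg adjustment over these genes. A fold change on this scale understates the change of genes with low TPM. In the files, 3677 gene names carry a tag for an overlap with another gene or for a duplicate copy, and the values of such genes are called uncertain where they are named. No immunoglobulin heavy, light or joining chain gene is among the genes listed, so these are not analysed here. The TPM of the listed genes sum to 1000000 in each library, so immunoglobulin reads are not part of them.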

To enrich the library for potentially relevant genes, we employed the following transcriptomics based strategy: Screen 1 contained sgRNAs targeting 998 genes of which 508 are 5-fold upregulated either between act B and pre-PBs or between act B and PBs in the iGB system (**Figure 1A**). 

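In PBs the largest rises over day-6 act B cells included those of Prg2, Hid1, Fkbp11 and Tnfrsf17. Prg2, which encodes the major basic protein known from eosinophils, rose from 6.44 ± 3.79 to 488.8 ± 43.2 TPM (SD, n = 2), a log2 fold change of 6.14 (standard error 0.29, adjusted p = 6.9e-07 from limma). Its neighbour in the ranking was Hid1, which rose from 1.22 to 139.4 TPM, with a log2 fold change of 5.99 (standard error 0.18). Fkbp11, a peptidyl-prolyl isomerase of the ER, went from 16.8 ± 1.37 to 739.1 ± 129 TPM. Tnfrsf17, which encodes the receptor BCMA, was at 0.23 TPM in day-6 act B cells and at 41.0 ± 3.9 TPM in PBs. Pon3, Papln, Prg3 and Gm16710 were also among the 10 largest rises, with log2 fold changes between 4.60 and 4.72. The largest falls included those of Spib, Ccr7 and Ccl22. The transcription factor gene Spib fell from 623.8 ± 10.6 to 17.7 ± 1.37 TPM (SD, n = 2), a log2 fold change of -5.06 (standard error 0.09, adjusted p = 1.4e-08 from limma). The chemokine receptor gene Ccr7 dropped from 154.2 ± 27.2 to 1.94 ± 0.60 TPM. Ccl22, a chemokine gene, was at 2509 ± 1050 TPM in day-6 act B cells and at 57.1 ± 6.4 TPM in PBs. Grm6, Insm1, Plbd1, Lad1, Dnase1l3 and Vwa5b1 were also among the 10 largest falls. By limma, 3618 genes rose and 4385 fell in PBs, and 4263 did not pass the test. Rises made up 45.2% of the changed genes, and 55.6% when every library was rescaled by its median ratio. At least 5-fold higher in PBs were 282 genes, each of them also past an adjusted p of 0.05, and 286 genes were at least 5-fold higher in PBs or in pre-PBs. With another pseudocount in place of 1 TPM the latter count was 873 genes at 0.1 TPM and 109 genes at 5 TPM. Other forms of the fold gave 1082 genes for the ratio of mean TPM with no pseudocount, taken over all genes listed, and 1018 genes for limma's voom on the recovered reads, which was chosen after the data were seen. Of 37 measured marker genes of fibroblasts, the cell type of the feeder cells, all 37 rose in PBs (37 adjusted over the list alone).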

Another 480 genes were at least 8-fold upregulated between mature B cells and PCs (10). By including genes that are primarily expressed in PBs and their precursors, we expected to target factors that are truly relevant to PB development and not earlier in the B cell lineage. 

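Genes of the secretory pathway rose together in PBs compared with day-6 act B cells. Of 40 measured genes of the unfolded protein response and ER-associated degradation, 38 rose and none fell (38 and 0 adjusted over the list alone). Derl3, a component of ER-associated degradation, rose from 59.4 ± 15.9 to 1201 ± 102 TPM (SD, n = 2), Edem1 from 89.6 ± 3.05 to 1162 ± 166 TPM, and the stress sensor gene Ern1 from 6.32 ± 0.68 to 73.5 ± 2.46 TPM. Canx, which encodes calnexin, was at 357.9 TPM in act B cells and 367.8 TPM in PBs and did not pass (adjusted p = 0.77 from limma). Of 40 genes of ER translocation and N-glycosylation, 36 rose and none fell (36 and 0 adjusted over the list alone), among them Ddost, a subunit of the oligosaccharyltransferase, from 326.8 ± 8.62 to 1919 ± 43.3 TPM. Of 40 genes of ER to Golgi transport, 36 rose and 1 fell (36 and 1 adjusted over the list alone). Sec24d of the COPII coat and the cargo receptor gene Lman1 had log2 fold changes of 3.99 (standard error 0.15) and 2.74 (standard error 0.08). Of 28 plasma cell genes, 25 rose and 2 fell (25 and 2 adjusted over the list alone), with a median log2 change of 2.79. Slamf7 was the exception that did not pass, at 155.8 TPM in act B cells and 162.1 TPM in PBs. Of 29 genes of B cell identity, 21 fell and 5 rose (21 and 5 adjusted over the list alone). Pax5, the transcription factor of B cell commitment, fell from 191.6 ± 15.4 to 12.5 ± 0.47 TPM (log2 fold change -3.83, standard error 0.10, adjusted p = 6.7e-08 from limma), and Cd86 fell from 21.8 to 0.75 TPM. Of 24 genes of B cell receptor signalling, 18 fell and 4 rose (18 and 4 adjusted over the list alone), with Prkcb down by a log2 change of -2.34 and Rasgrp3 up by 1.98. The gene set test camera, with its preset correlation of 0.01, gave adjusted p = 4.3e-16 for the unfolded protein response list, 3.1e-13 for ER translocation, 2.4e-11 for ER to Golgi transport, 7e-12 for plasma cell genes, 2e-04 for B cell identity and 0.019 for B cell receptor signalling. With a correlation estimated from the 8 libraries these became adjusted p = 0.32, 0.23, 0.32, 0.23, 0.38 and 0.71, and no list of any of the 6 comparisons passed. The test fry, which does not compare a list with the other genes, gave adjusted p = 6.6e-05, 3.2e-05, 8.6e-05, 3.2e-05, 6.6e-05 and 0.0062. It also passed for lists that camera did not call, such as germinal center genes (adjusted p = 0.00042 from fry and 0.56 from camera). The fibroblast markers moved with these groups, with a median log2 change of 2.25 and adjusted p = 3.2e-12 from camera (adjusted p = 0.38 with an estimated correlation). The paper took part of the targets of screen 1 from the genes upregulated in PBs or pre-PBs of this culture and part from those upregulated in PCs over mature B cells in other data. From the inclusion of genes expressed mainly in PBs and their precursors, it expected to hit factors that matter for PB development itself and not for earlier B cell stages.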

Screen 2 targeted 2000 selected genes, which are expressed at a TPM of at least 5 in either act B, pre-PBs or PBs in the iGB (**Figure 1B**) and belong to selected gene categories (**Figures 1B, C**). This approach allowed us to test genes which are expressed in late B cell development regardless of whether they show any difference in their expression. They might, nevertheless, play a more subtle role in PB development. 

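A mean of at least 5 TPM in day-6 act B cells, pre-PBs or PBs was reached by 9791 genes, which is 40.1% of the genes listed. Most of them were expressed throughout, since 8406 genes reached this level in all 3 conditions. Among these 3 conditions, 331 genes were at this level in day-6 act B cells alone, such as Plbd1, at 52.6 ± 4.08 TPM (SD, n = 2), and the Toll-like receptor gene Tlr9, at 36.8 ± 1.04 TPM. In day-9 act B cells, which are not part of this rule, 231 of the 331 genes also reached it, among them Plbd1 and Tlr9. Another 845 genes reached it in pre-PBs or PBs but not in day-6 act B cells, among them Nuggc, at 0.36 TPM in day-6 act B cells and 16.2 TPM in PBs, and Alcam, an adhesion molecule gene, which was just below the bound at 4.28 and 5.65 TPM in the libraries of day-6 act B cells and at 60.3 ± 8.58 TPM in PBs. A stricter bound of at least 40 TPM in 1 or more of the conditions was met by 4552 genes. Of the 998 targets of screen 1, 780 were among the genes at 5 TPM or more.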

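Most genes expressed at this level did differ between day-6 act B cells and PBs. Of these genes, 2713 rose, 4034 fell and 3044 did not pass the test of limma, so that 68.9% were past an adjusted p of 0.05. Of 20 glycolysis genes, 17 fell and 2 rose (17 and 2 adjusted over the list alone). The enzyme genes Aldoa and Pgk1 fell from 4268 ± 191 to 1306 ± 130 TPM and from 513.7 ± 18.3 to 139.3 ± 8.92 TPM (SD, n = 2), while the glucose transporter gene Slc2a1 was at 70.9 and 69.6 TPM and did not pass (adjusted p = 0.91 from limma). Of 34 DNA replication genes, 25 fell and none rose (25 and 0 adjusted over the list alone). Mcm3 and Mcm6 of the replicative helicase had log2 fold changes of -1.37 (standard error 0.12) and -1.30 (standard error 0.15). Of 30 mitosis genes, only 5 fell and none rose (3 and 0 adjusted over the list alone), with Top2a at a log2 change of -0.65 and Ube2c, at 330.1 and 313.6 TPM, not past the test. Of 46 genes of cytosolic ribosomal proteins, 32 fell and none rose (33 and 0 adjusted over the list alone). Rpl3 went from 498.3 ± 31.5 to 237.8 ± 8.57 TPM and Rps6 from 80.1 ± 1.64 to 35.1 ± 2.24 TPM. Rps14, at a far higher 7557 ± 842 and 6344 ± 1270 TPM, did not pass (adjusted p = 0.16 from limma). Whether TPM so unequal among ribosomal protein genes reflect their mRNA levels was not tested. Of 15 cohesin genes, 11 fell and none rose (11 and 0 adjusted over the list alone). Pds5a dropped from 70.9 ± 1.95 to 29.4 ± 0.86 TPM and Nipbl, the cohesin loader, from 33.0 ± 1.75 to 19.6 ± 1.84 TPM. Rad21 was at 170.0 and 163.0 TPM and did not pass. Median-ratio scaling raised the median log2 change of all genes by 0.15, and with it 22 ribosomal protein genes, 22 DNA replication genes and 6 cohesin genes fell. The summed TPM of the fibroblast markers lay between 346 and 594 in the libraries of act B cells and at 3706 and 2356 in those of PBs.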

SgRNAs against *Prdm1* (Blimp1)*, Irf4* and *Sdc1* (CD138) served as positive controls in both screens.

**Figure 1:**
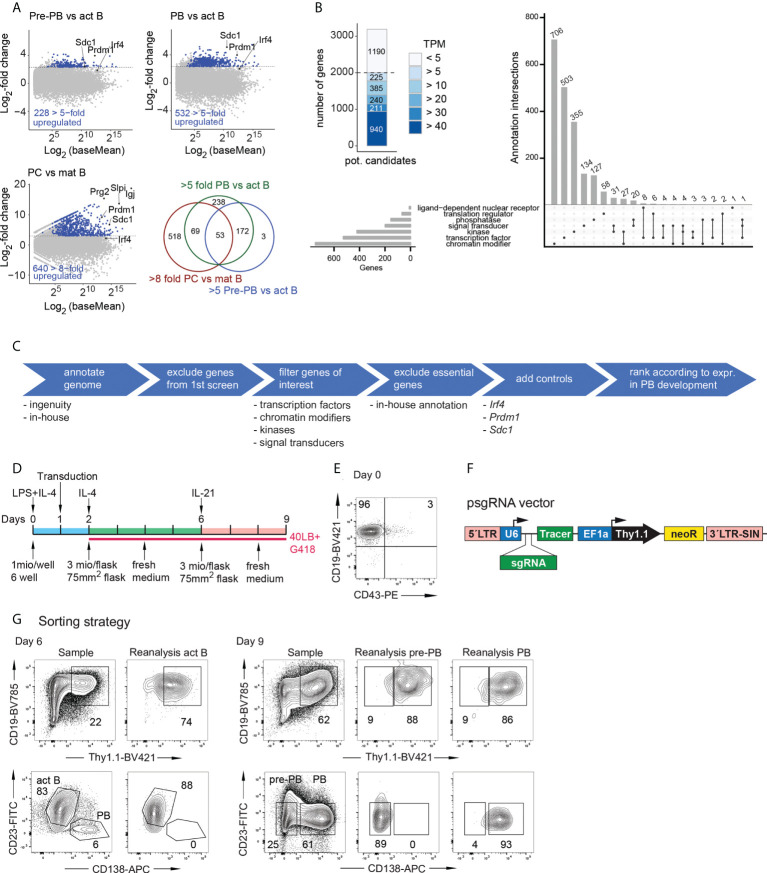
Experimental setup of the screens. **(A)** M/A blots depicting the overview of the genes which were chosen for screen 1. Data from RNA-Seq of iGB derived act B cells (CD19^+^Blimp1^–^CD138^–^), pre-PB (CD19^+^Blimp1^+^CD138^–^), or PB (CD19^+^Blimp1^+^CD138^+^) from Blimp1^Gfp/+^ mice. Chosen genes had to be at least 5-fold upregulated in the act B vs pre-PBs or act B vs PBs comparison (top row). RNA-Seq of PCs and mature B cells, depicted are genes which are 8-fold upregulated (10) (bottom row left). Overlap of the genes of the 3 M/A blots (bottom row right). **(B)** Overview of the genes of screen 2. Genes were selected by the criteria in **(C)** and grouped by their expression. Genes which did not reach an expression of at least 5 transcripts per million (TPM) in the act B, pre-PBs or PBs were discarded (left blot). The remaining genes fall into the depicted categories (Upset blot). **(D)** Timeline of the iGB culture for the screens. The cells were transduced on day 1, seeded on 40LB cells on day 2 und 6 and G418 was added from day 2 on. **(E)** Flow cytometric analysis of the splenic B cells after magnetic cell enrichment. **(F)** Structure of the psgRNA-U6-Thy1.1 vector. LTR= long terminal repeat, U6 = U6 promotor, sgRNA = single guide RNA, Tracer = tracer sequence, used for the pooled sequencing of the screen, EF1a = EF1a promoter, neoR = neomycin resistance. **(G)** Flow cytometric sorting of the cells of screen 2 on day 6 (left) or day 9 (right). The unsorted sample is shown and the reanalysis of the different populations after the cell sort.

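Prdm1 and Sdc1, which separate act B cells, pre-PBs and PBs in the sort, were measured in every library. Prdm1, which encodes Blimp1 and carries the reporter, was at 5.56 ± 0.07 TPM (SD, n = 2) in day-6 act B cells, at 313.6 ± 2.95 TPM in pre-PBs and at 305.6 ± 64.3 TPM in PBs. The rise in PBs was a log2 fold change of 5.53 (standard error 0.13, adjusted p = 6.4e-08 from limma), and PBs and pre-PBs did not differ past the threshold (adjusted p = 0.85 from limma). Sdc1, which encodes CD138, was at 6.27 ± 1.40, 41.5 ± 0.81 and 265.6 ± 1.05 TPM in the same order. It rose between day-6 act B cells and pre-PBs, which were both sorted as negative for CD138, by a log2 change of 2.56 (standard error 0.15, adjusted p = 3.7e-06 from limma), and between pre-PBs and PBs by 2.65 (standard error 0.15, adjusted p = 0.00013 from limma). The transcription factor gene Irf4 rose from 109.2 ± 3.13 TPM in day-6 act B cells to 379.9 ± 66 TPM in PBs, with a log2 fold change of 1.78 (standard error 0.12). Fcer2a, which encodes CD23, fell from 1285 ± 274 to 132.6 ± 25.0 TPM in PBs.

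**Figure D1:**
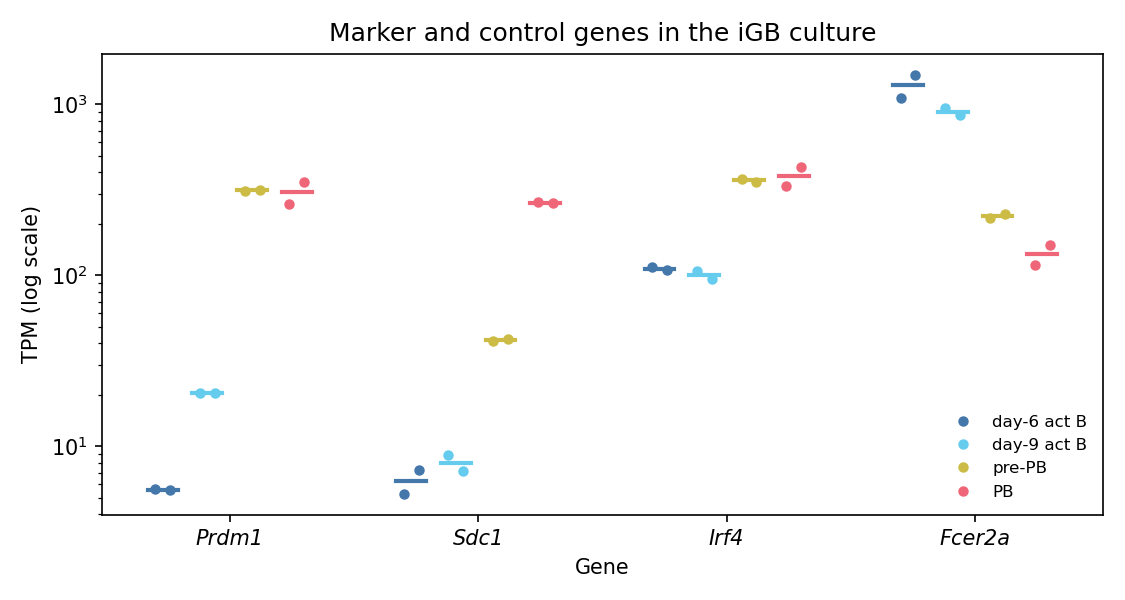
TPM on a log axis of Prdm1, Sdc1, Irf4 and Fcer2a in day-6 act B cells, day-9 act B cells, pre-PBs and PBs, with a point for each of the 2 libraries and a bar for their mean. Sdc1 in PBs lies at 265.6 TPM, above pre-PBs at 41.5 TPM, while Prdm1 lies at 305.6 and 313.6 TPM.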

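Of the 282 genes at least 5-fold higher in PBs, 110 were at least 5-fold higher in pre-PBs as well, and 104 genes were at least 5-fold lower in pre-PBs against 198 in PBs. Compared with day-6 act B cells, Hid1 had risen to 93.9 ± 13.0 TPM (SD, n = 2), Fkbp11 to 393.8 ± 33.1 TPM and Papln to 107.0 ± 6.19 TPM. Nrgn, Nes, Cytip, Rbm47 and Cacna1h, of which the last has uncertain values, were also among the 10 largest rises. Among the 10 largest falls, Grm6 went from 77.4 ± 0.86 to 1.24 ± 0.20 TPM, with a log2 fold change of -5.13 (standard error 0.14, adjusted p = 2.8e-07 from limma), and Dhrs3, a retinol dehydrogenase family gene, went from 450.1 ± 59.5 to 23.1 ± 0.59 TPM. By limma 3267 genes rose and 3385 fell in pre-PBs, so that rises made up 49.1% of the changed genes, and 56.1% with median-ratio scaling. In pre-PBs 114 genes were at least 5-fold higher. They shared the 110 genes with PBs, where independent lists of these sizes would share 2.6 and simulated unchanged groups shared at most 1 in 20 draws. In total 3005 genes rose in both comparisons (964 for independent lists) and 3271 fell in both (1210 for independent lists), against at most 1 gene each in the 20 draws of unchanged groups with the same day-6 libraries. Both comparisons use the same day-6 libraries, and part of the excess may come from them. The unchanged groups give few calls of their own, so their overlap was bound to be small. It cannot show how large this part is. Between pre-PBs and PBs, 105 genes rose and 480 fell by limma, so that rises made up 17.9% of the changed genes, and 35.8% with median-ratio scaling. This share was 9.4% without pre-PB replicate 2 and 28.3% without PB replicate 2. Tnfrsf17 rose from 6.04 ± 0.12 TPM, with a log2 fold change of 2.57 (standard error 0.20, adjusted p = 0.00082 from limma), while Dnase1l3 dropped from 31.6 ± 0.06 to 7.98 ± 0.90 TPM. Of the 28 plasma cell genes, 7 rose in this step and none fell (17 and 0 adjusted over the list alone), and of the 29 B cell identity genes 13 fell and 1 rose (18 and 2 adjusted over the list alone). The median log2 change of the plasma cell genes was 0.43. The fibroblast markers moved up in this step as well, by a median of 0.51, although none of the 37 passed singly. For these markers camera gave adjusted p = 8.3e-10 (adjusted p = 0.43 with an estimated correlation). The 585 changed genes of this step became 121 without pre-PB replicate 1, 85 without pre-PB replicate 2, 233 without PB replicate 1, and 224 and 228 without day-9 act B replicate 1 or 2. They became 334 with no filter, 283 with eBayes without a trend, and 3 when only the 4 libraries of pre-PBs and PBs were fitted. Of the fibroblast markers, 33 of 37 rose in pre-PBs compared with day-6 act B cells (34 adjusted over the list alone).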

To enable ‘near-physiological’ B cell differentiation *in vitro*, we used the iGB system, in which B cells from the spleen are cultured on 40LB feeder cells which express CD40L and Baff for up to 10 days (7). As B cells are rather difficult to transduce, we modified the culture to efficiently achieve high transduction rates in the following way (**Figure 1D**). First, B cells from *Rosa26* ^Cas9/+^ mice (8) were isolated by magnetic cell sorting (**Figure 1E**) and plated in iGB medium containing IL-4, CD40L, Baff and LPS and were kept in culture for 24 hours. This activation of B cells increases transduction efficiency. Then the cells were transduced using ecotropic envelope packaged lentiviral particles (**Figure 1F**). After another 24 hours the cells were plated on the 40LB feeder cells in iGB medium containing G418. On day 6 and 9 of the culture the cells were sorted for day-6 act B cells (CD19^+^ Thy1.1^+^ CD23^+^ CD138^–^), day-9 pre-PBs (CD19^+^Thy1.1^+^CD23^–^CD138^–^) and day-9 PBs (CD19^+^Thy1.1^+^CD23^–^CD138^+^) (**Figure 1G**). Considering the timeframe of 9 days, we were not only able to efficiently delete a given gene of interest in act B cells but also to look at subsequent effects on PB development.

For screen 1 we obtained data from four replicates of the act B cells and pre-PBs and three replicates of the PBs. When we compared the act B cells with the PBs, we found sgRNAs targeting 5 genes which were significantly depleted in the PB population with a false discovery rate (fdr) of at least 1% (**Figure 2A**; **Supplementary Table 1**). Besides our positive controls *Prdm1* and *Sdc1*, those were *Rexo2, Dnajc3* and *Cd44*. Another 5 genes had a fdr of at least 10% (*Slc7a5, Pim1, Ern1, Tmed10* and *Irf4)* and 1 gene, *BC003331*, had a fdr of less than 25%. Besides the positive controls *Prdm1* and *Sdc1*, sgRNAs targeting *Ern1* and *Dnajc3* resulted in a depletion of PBs compared to pre-PB (**Figure 2B**; **Supplementary Table 1**). Based on the effect size of the screen we selected 19 genes for single knockout validations in the iGB system. To score the effect of each knockout on PB differentiation capacity, we compared Thy1^+^ with Thy1^–^ PBs. To correct for PB formation capacity of infected versus non-infected Rosa26^Cas9/+^ cells, this ratio was normalized to the neutral control knockouts empty (empty vector) and Chr1 (a sgRNA targeting a gene desert region on chromosome 1). As a positive control, samples were transduced with sgRNAs targeting *Prdm1*. We could confirm *Slc7a5, Dnajc3, Rexo2, BC003331, Pim1, Slc3a2, Ern1* and *Herpud1* as being important for PB development or PB survival (**Figure 2C**).

**Figure 2:**
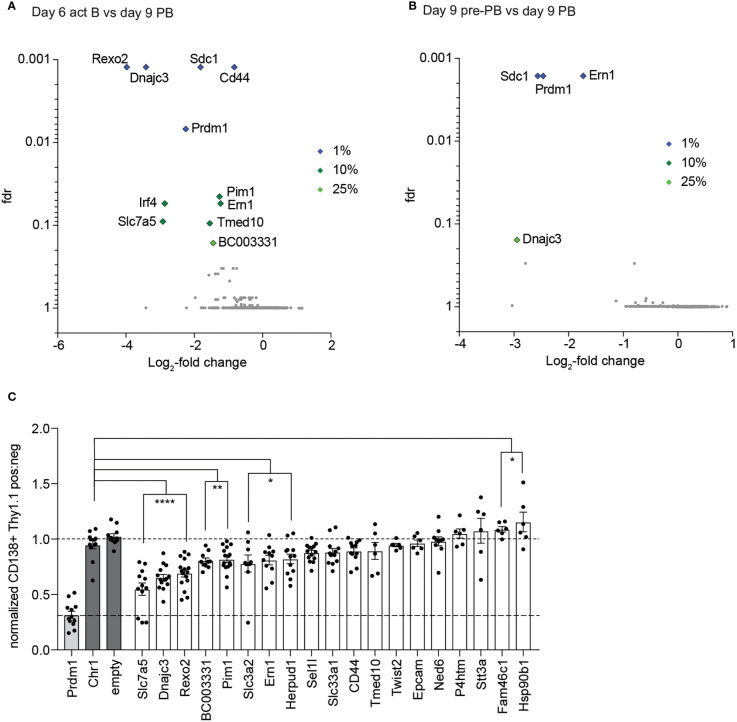
Results of screen 1. **(A, B)** Results of screen 1. Volcano blots, depicting the negative enrichment of sgRNAs, from the comparison act B vs PBs **(A)** and pre-PBs vs PBs **(B)**. Fdr= false discovery rate. **(C)** Single guide validation of first screen. The ratio of the amount of PBs in the Thy1.1 negative and positive population was calculated and normalized to the average of the value of the negative controls Chr1 (targeting a gene free region on Chromosome 1) and empty vector (the plasmid without sgRNAs). Top two performing sgRNAs from the screen were used for each gene. Each dot represents a replicate. All statistical data show as mean values with SEM; *P < 0.05; **P < 0.01; ****P < 0.0001 (Student’s *t* test).

Screen 2, which contained sgRNAs targeting 2000 genes that are expressed in act B cells, pre-PBs and PBs, was performed and analyzed in a similar manner as screen 1. We obtained 2 replicates of independent iGB cultures each of the 6 days act B cells, 9 days pre-PBs and PBs with a representation of at least 500 cells per sgRNA. We also sequenced the sgRNA pool used for transduction of the cells. To remove genes which were essential for all tested cell populations, we first compared the initial pool of sgRNAs with the act B cells and defined genes which scored in this comparison with a log-fold change (lfc) of smaller than -1 and a fdr of less than 1% as essential. The remaining genes were selected for a lfc < -1 and sorted by their fdr of the comparison act B versus PBs to identify the most promising hits. For screen 2, this revealed 26 genes with a fdr < 0.1%, 30 genes with a fdr < 1%, 48 genes with a fdr < 10% and 15 genes with a fdr < 25% (**Figure 3A**; **Supplementary Table 2**). Our controls *Prdm1* and *Irf4* scored in this analysis, as did *Ikzf1* (Ikaros) and *Tcf3* (E2A), which have also been shown to be essential for PCs (4, 6). Similarly, we compared the initial pool of sgRNAs with the pre-PBs and defined genes which scored in this comparison with a lfc < -1 and a fdr of less than 1% as essential. We identified the most promising hits in the comparison pre-PBs with PBs and found 20 genes with a fdr < 0.1%, 2 genes with a fdr < 1%, 9 genes with a fdr < 10% and 4 genes with a fdr < 25% (**Figure 3B**; **Supplementary Table 2**). We validated 53 of the hits from both analyses in single validations using the 2 best performing sgRNAs from the screen (**Figures 3C–E**). We looked at 2 criteria. First, whether the cell survival of the transduced cells was impaired, by comparing the amount of transduced cells on day 6 and day 9 (**Figures 3C, D**) and second whether the PBs in the transduced cell population were reduced (**Figures 3C, E**). 39 genes showed a reduction in PBs without impairing the survival of the cells. The high confidence hits with the biggest impact specifically on PBs were *Mau2*, *Nipbl, Stat3, Ppp6c*, *Pgam1, Pgs1, Kdm1a, Ippk, Eef1g, Jak3, Hbs1l, Ppp2r4, Dnttip1, Tada3, Brd2, Hira, Dpy30, Pgk1, Pik3c3, Dnajc2, Gtf3c6, Ddx1* and *Elmsan1*.

**Figure 3:**
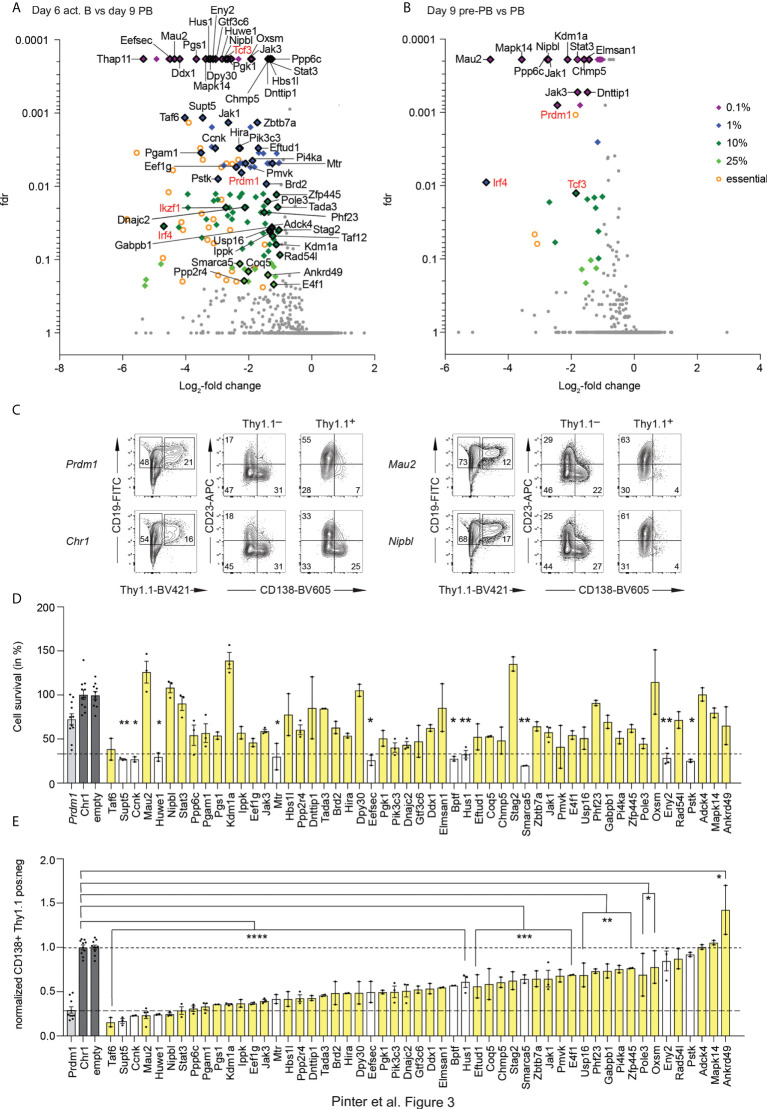
Results of screen 2. **(A, B)** Volcano blot of the screen 2, depicting interesting hits in the comparison of the act B from day 6 versus the PBs from day 9 **(A)** and the pre-PBs versus the PBs from day 9 **(B)**, as in **Figure 1G**. Fdr = false discovery rate. Factors which are known to be essential for PCs are highlighted in red. **(C)** Example of single guide validation. Control Chr1 is targeting a gene free region on Chromosome 1. **(D, E)** Single guide validation. Cell survival was determined by the ratio of the amount of Thy1.1^+^ cells on day 6 versus day 9, normalized to Chr1 and the empty vector (the plasmid without any sgRNAs). Stars indicate significant difference compared to Chr1 **(D)**. The ratio of the amount of PBs in the Thy1.1 negative and positive population was calculated and normalized to the average of the value of the negative controls Chr1 and empty vector to determine the impact of the sgRNA on the PBs **(E)**. One or two best performing single sgRNAs from the screen were used. Each dot represents one replicate. Genes colored in white showed reduced survival in **(D)**. All statistical data are shown as mean values with SEM; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 (Student’s *t* test).

## Discussion

In this study, we screened 3,000 genes for their impact on PB development and survival. We expected to find new promising genes in the first screen where 1000 genes, which are upregulated in the PBs or PCs, were targeted. Strongly upregulated genes are often expected to be important for the respective cell type, but surprisingly the number of genes of which the depletion impacted the PBs was rather small. One of the top hits from this screen were the genes *Slc7a5* and *Slc3a2*, which together form CD98. It has been shown that the loss of CD98 leads to strongly reduced PC numbers (14), consistent with our finding. The second screen in which 2000 genes of different important categories which are at least moderately expressed in the PBs were screened, revealed a vaster number of interesting genes. 24 of those genes can be related to biosynthetic pathways (15), which is in line with the massive metabolic changes PBs undergo in order to maintain a high antibody secretion (16) and are thus sensitive to the loss of genes involved in metabolism. However, the genes in the second screen were preselected for certain categories, making a functional enrichment analysis rather biased. The hits in this screen also included the genes *Nipbl* and *Mau2*, which are known to contribute to the loop extrusion function of the cohesin complex (17, 18). Those factors have never been shown to be specifically important for PBs. Another top scoring candidate gene, *Kdm1a* (Histone demethylase LSD1), has been shown to regulate B cell proliferation and PB differentiation which further validates the validity of our approach (19). In total we could confirm 8 hits from the screen 1 and 39 hits from the screen 2 to be essential for PBs without affecting the overall cell survival in the iGB system, which means that we have identified 47 hits to be exclusively relevant to PB development. An important step for the future would be an *in vivo* validation of those hits.

One advantage of our culture system over other common B cell cultures, like LPS stimulation, was the culture time. Act B cells were cultured for 6 days before we induced PB development. As the cells were infected on day 1 of the culture with the sgRNA library to induce gene inactivation, loss of the respective proteins from the cells should be complete at day 5 after infection. Hence by the time PB development was induced, the cells were full knockouts of the targeted genes.

A similar screen was recently published (20). While our approach followed the same principle, there are numerous differences. The screen of Newman et al. (2021) largely focused on the difference between IgG1^+^ versus IgE^+^ PBs, while we compared different developmental stages (act B cells, pre-PBs versus PBs). Our screen thus focuses on the development that leads to the PB formation while theirs looks at differences when the cell are already PBs. There are further differences, like the screened sgRNA library itself. Newman et al. used an untailored sgRNA library, which allows them on one hand to find unexpected targets, but on the other hand, includes a lot of sgRNAs targeted against genes which are not expressed in PBs at all. 

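Of the genes at least 5-fold higher in PBs or pre-PBs than in day-6 act B cells, 241 were among the targets of screen 1, which is 84.3%. This share was 49.1% of the genes found with a pseudocount of 0.1 TPM, 42.2% of those found by the ratio of mean TPM and 47.1% of those found by voom on the recovered reads, and these 3 shares were chosen after the data were seen. Part of the list of targets was chosen by the paper on these same libraries and the rest on other RNA-Seq of mature B cells and PCs, so this share is not independent evidence of the change. At this level 45 genes were not targets of screen 1, and whether screen 2 targeted them was not tested. Among the 45 was Mzb1, a chaperone gene of plasma cells with 18700 TPM in PBs. Ssr2 and Srprb of ER translocation were also among them, with log2 changes of 2.61 and 2.42 in PBs. Cybb, the NADPH oxidase gene, and Gm16710, the latter at 1234 ± 55.3 TPM (SD, n = 2) in PBs were others. Mzb1 was named after its value was seen. Of the 892 targets that could be tested by limma, 757 rose in PBs, 52 fell and 83 did not pass. Among the targets were also 29 fibroblast marker genes, of which 18 were at least 5-fold higher.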

Our sgRNA library was tailored for the iGB cells and contained all genes, which are upregulated between the act B cells and the PBs or between mature B cells and PCs and another 2,000 genes which are expressed in those cell types and fall into categories of interest.

With our approach we managed to target 3,000 genes and thus supply a new and extensive list of genes that are important for the development or survival of plasmablasts.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE203436.

## Ethics statement

The animal study was reviewed and approved by Austrian Veterinary Authorities. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

TP performed the single guide validation of the second screen, MaF performed the bioinformatic analysis, MiF cloned the sgRNA library, JJ and MS provided assistance and knowledge for the design of the project and the preparation of the DNA for the sequencing, JZ provided the tools for the sgRNA prediction and the library plasmid, MB and MW planned the project and MW performed the screens, the single guide validation of the first screen and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

The authors declare that this study received funding from Boehringer Ingelheim. The funder was not involved in the study design, collection, analysis, interpretation of data, the writing of this article, or the decision to submit it for publication. This research was also supported by the European Research Council (ERC) under the European Union’s Horizon 2020 research and innovation program (grant agreement No 740349- PlasmaCellControl) and the Austrian Research Promotion Agency (Early Stage Grant ‘Molecular Control’ FFG-878286). TP was supported by a Boehringer Ingelheim Fonds PhD fellowship. MS is a member of the Boehringer Ingelheim Discovery Research global post-doc program.

## Acknowledgments

We thank G. Schmauß and M. Weninger for FACS sorting, A. Sommer and his team at Vienna BioCenter Core Facilities (VBCF) for Illumina sequencing and H. Clevers for providing the *Rosa26* ^Cas9/+^ mice.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] NuttSL HodgkinPD TarlintonDM CorcoranLM . The generation of antibody-secreting plasma cells. Nat Rev Immunol (2015) 15:160–71. doi: 10.1038/nri3795 25698678

[2] ShafferAL LinKI KuoTC YuX HurtEM RosenwaldA . Blimp-1 orchestrates plasma cell differentiation by extinguishing the mature b cell gene expression program. Immunity (2002) 17:51–62. doi: 10.1016/S1074-7613(02)00335-7 12150891

[3] MittrückerHW MatsuyamaT GrossmanA KündigTM PotterJ ShahinianA . Requirement for the transcription factor LSIRF/IRF4 for mature b and T lymphocyte function. Science (1997) 275:540–3. doi: 10.1126/science.275.5299.540 8999800

[4] WöhnerM TagohH BilicI JaritzM PoliakovaDK FischerM . Molecular functions of the transcription factors E2A and E2-2 in controlling germinal center b cell and plasma cell development. J Exp Med (2016) 213:1201–21. doi: 10.1084/jem.20152002 PMC492502427261530

[5] CortésM GeorgopoulosK . Aiolos is required for the generation of high affinity bone marrow plasma cells responsible for long-term immunity. J Exp Med (2004) 199:209–19. doi: 10.1084/jem.20031571 PMC221177314718515

[6] SchwickertTA TagohH SchindlerK FischerM JaritzM BusslingerM . Ikaros prevents autoimmunity by controlling anergy and toll-like receptor signaling in b cells. Nat Immunol (2019) 20:1517–29. doi: 10.1038/s41590-019-0490-2 PMC711590231591571

[7] NojimaT HaniudaK MoutaiT MatsudairaM MizokawaS ShiratoriI . *in-vitro* derived germinal centre b cells differentially generate memory b or plasma cells. vivo Nat Commun (2011) 2:465. doi: 10.1038/ncomms1475 21897376

[8] GehartH van EsJH HamerK BeumerJ KretzschmarK DekkersJF . Identification of enteroendocrine regulators by real-time single-cell differentiation mapping. Cell (2019) 176:1158–73.e16. doi: 10.1016/j.cell.2018.12.029 30712869

[9] KalliesA HasboldJ TarlintonDM DietrichW CorcoranLM HodgkinPD . Plasma cell ontogeny defined by quantitative changes in blimp-1 expression. J Exp Med (2004) 200:967–77. doi: 10.1084/jem.20040973 PMC221184715492122

[10] MinnichM TagohH BöneltP AxelssonE FischerM CebollaB . Multifunctional role of the transcription factor blimp-1 in coordinating plasma cell differentiation. Nat Immunol (2016) 17:331–43. doi: 10.1038/ni.3349 PMC579018426779602

[11] MichlitsG JudeJ HinterndorferM de AlmeidaM VainoriusG HubmannM . Multilayered VBC score predicts sgRNAs that efficiently generate loss-of-function alleles. Nat Methods (2020) 17:708–16. doi: 10.1038/s41592-020-0850-8 32514112

[12] de AlmeidaM HinterndorferM BrunnerH GrishkovskayaI SinghK SchleifferA . AKIRIN2 controls the nuclear import of proteasomes in vertebrates. Nature (2021) 599:491–6. doi: 10.1038/s41586-021-04035-8 34711951

[13] LiW XuH XiaoT CongL LoveMI ZhangF . MAGeCK enables robust identification of essential genes from genome-scale CRISPR/Cas9 knockout screens. Genome Biol (2014) 15:554. doi: 10.1186/s13059-014-0554-4 25476604PMC4290824

[14] CantorJ BrowneCD RuppertR FéralCC FässlerR RickertRC . CD98hc facilitates b cell proliferation and adaptive humoral immunity. Nat Immunol (2009) 10:412–9. doi: 10.1038/ni.1712 PMC267219519270713

[15] LiaoY WangJ JaehnigEJ ShiZ ZhangB . WebGestalt 2019: gene set analysis toolkit with revamped UIs and APIs. Nucleic Acids Res 47 W199–W205 (2019) 47(W1):W199–W205. doi: 10.1093/nar/gkz401 PMC660244931114916

[16] BoothbyM RickertRC . Metabolic regulation of the immune humoral response. Immunity (2017) 46:743–55. doi: 10.1016/j.immuni.2017.04.009 PMC564016428514675

[17] StrömL LindroosHB ShirahigeK SjögrenC . Postreplicative recruitment of cohesin to double-strand breaks is required for DNA repair. Mol Cell (2004) 16:1003–15. doi: 10.1016/j.molcel.2004.11.026 15610742

[18] UnalE Arbel-EdenA SattlerU ShroffR LichtenM HaberJE . DNA Damage response pathway uses histone modification to assemble a double-strand break-specific cohesin domain. Mol Cell (2004) 16:991–1002. doi: 10.1016/j.molcel.2004.11.027 15610741

[19] HainesRR BarwickBG ScharerCD MajumderP RandallTD BossJM . The histone demethylase LSD1 regulates b cell proliferation and plasmablast differentiation. J Immunol (2018) 201:2799–811. doi: 10.4049/jimmunol.1800952 PMC620060130232138

[20] NewmanR TolarP . Chronic calcium signaling in IgE+ b cells limits plasma cell differentiation and survival. Immunity (2021) 54:2756–71.e10. doi: 10.1016/j.immuni.2021.11.006 34879220

How the deposited data were processed for this re-analysis (not part of the article)

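RNA-Seq was available for 8 libraries from sorted mouse B cells of the iGB culture, 2 each of day-6 act B cells, day-9 act B cells, pre-PBs and PBs. The deposited files give, for each library, the log2 of TPM for 24420 genes, made by the authors, where minus infinity stands for a TPM of 0. The submitters' processing notes name cutadapt, Bowtie, TopHat, featureCounts and the build mm9, and their versions, the annotation release and the strand setting are not given in the sources used here. The meaning of the tags for overlap (3539 names) and duplicate copies (474 names) is not given either. The build of the reference at hand is another than mm9, so no coordinates are given.

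The log2 values were turned back into TPM. The reads per gene were recovered by finding, for each gene, the whole numbers whose ratios between libraries equal the ratios of its TPM, after the offset between 2 libraries was taken as the most common difference of their log2 values. This worked for every gene above 0 in any library (18734 genes), up to a common whole factor per gene, and odd numbers made up 59.9% to 62.1% of the values of 1 to 20 reads, which checks the offsets. The recovery was tested on simulated data. The first simulated set, with fewer genes and more reads per gene, was not recovered, and the next left some genes without a solution. The test passed once the simulated libraries held many genes with few reads and read numbers below the limit of the search, and it covers only such libraries. The recovery itself was not changed between these tests, and the reason for the first failure was not examined. Total reads per library are between 9537504 and 16812026, and day-6 act B cells have the most.

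Conditions were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend) on log2(TPM + 1), for genes with at least 1 TPM in at least 2 libraries. A model with 4 condition means was fitted to all 8 libraries, which leaves 4 residual degrees of freedom, and p-values were adjusted by Benjamini-Hochberg over the 12266 genes for each of 6 comparisons. The fold rule of screen 1 was taken as a difference of group means of at least 5-fold on the same scale, and the expression rule of screen 2 as a mean of at least 5 TPM in day-6 act B cells, pre-PBs or PBs. The paper's text gives the fold but names no test for these data. On data simulated for PBs and day-6 act B cells over 11359 genes, with an assumed dispersion, limma recovered 19 of 50 genes changed 1.5-fold, 40 of 49 changed 2-fold, 49 of 50 changed 3-fold and 49 of 50 changed 5-fold, and called 12 of 11160 unchanged genes.

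The 26 gene lists were written before the data were examined, as were the comparisons, the rule for named genes and the alternatives, except where a result says otherwise. The lists cover B and plasma cell genes, the secretory pathway, metabolism, the cell cycle, signalling, genes that the paper names and markers of other cell types. Members were counted as higher, lower or not passing, over all genes and over the list alone, and lists were tested with camera and fry. Named genes are those the paper names, the 10 largest rises and 10 largest falls of PBs and of pre-PBs against day-6 act B cells, the 5 largest of the other comparisons, and up to 4 changed members of each list with its most highly expressed member that did not pass; the largest changes had to be past the threshold, with no overlap between the libraries of the groups and at least 5 TPM in the higher group. Where a duplicated gene name stands for several entries, the entry with the highest mean TPM was used.

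The alternatives were pseudocounts of 0.1 and 5 TPM, no filter and a filter of 5 TPM, median-ratio scaling, quantile normalization, eBayes without a trend, a fit of only the compared groups, the replicate number as a block, other forms of the fold rule, and leaving out each library in turn. After the data were seen, limma's voom on the recovered reads (for the test and for the fold rule), the share of screen 1 targets under other forms of the fold rule, the removal of the fibroblast markers and the removal of genes with their replicate difference were added. The planned removal of immunoglobulin genes was not run, because no immunoglobulin heavy, light or joining chain gene is among the genes listed. The screens themselves, and the RNA-Seq of mature B cells and PCs used for part of screen 1, are not analysed here, apart from the gene table of screen 1. Some genes are not reported here.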

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

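All of the results here concern day-9 act B cells, on which the paper's text does not report, or marker genes of fibroblasts, which it does not discuss. The tests of feeder cell RNA, of transcription by the PBs, of pre-PBs in the sort and of a change in the act B cells were chosen after the values had been seen, and the test of depth before.

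Of 12266 genes, 1173 were higher and 651 lower in day-9 than in day-6 act B cells by limma, and of the 28 plasma cell genes 10 were higher and 3 lower (12 and 4 adjusted over the list alone). Genes that were higher made up 64.3% of the changed genes, and 50.6% with median-ratio scaling. This excess was also lost or nearly lost when either library of day-9 act B cells was left out. Prdm1 was higher by a log2 change of 1.71 (standard error 0.13, adjusted p = 0.00028 from limma), at 20.4 and 20.6 TPM against 5.61 and 5.52 TPM. Cish, a target of STAT5, was lower by a log2 change of -2.65 (standard error 0.11, adjusted p = 4.3e-05 from limma), at 57.2 and 49.2 TPM against 316 and 361 TPM. The number of changed genes fell whichever library of day-6 or day-9 act B cells was left out. Such a fit leaves a lone library in a group, so lower power alone could give this fall.

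For the plasma cell genes that were higher in day-9 act B cells, the shares of pre-PBs they would need varied. Their spread argues against a fixed share of cells with the mean profile of sorted pre-PBs as the whole cause. Act B cells were sorted as negative for Blimp1, so pre-PBs among them may differ from that mean, which was not tested. All 10 of these genes were also higher in pre-PBs, and they would need shares from 4.8% for Prdm1 to 31.7% for Eaf2 and 47.0% for Hnrnpll, so that 40% of them (4 genes, 2 above and 2 below) lay over 3 standard errors from the median share of 10.7%. Of all 25 plasma cell genes higher in pre-PBs, 15 were not called higher in day-9 act B cells and 36% lay that far from a median share of 5%, as did 23.2% of 112 genes at least 5-fold higher in pre-PBs from theirs. The 10 genes were picked as higher on day 9, which can raise their median share. At the 5% share Prdm1 and Fkbp11 lay within 3 standard errors, while 6 of the 25 genes lay past them above and 3 below. A share of this size may still be part of the cause. A change in the act B cells themselves stays open. A share of other cells of this size cannot give the 199 genes that were at least 2-fold lower on day 9. These falls do not show whether the plasma cell genes rose in act B cells, since they concern other genes. The days in culture, the addition of IL-21 and the end of the 6 days of IL-4 changed together, so these cannot be separated by the design.

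Fibroblast markers were higher in PBs than in day-6 act B cells for 37 of 37 measured genes, of which 30 were at 1 TPM or more in day-6 act B cells, none is in another list and 29 are targets of screen 1. Col1a1, the most abundant, was at 105 and 115 TPM in day-6 act B cells, 86.1 and 92.8 TPM in day-9 act B cells, 484 and 520 TPM in pre-PBs, and 908 and 561 TPM in PBs. Cd40lg and Tnfsf13b (Baff), which 40LB cells carry as transgenes, were higher in PBs by log2 changes of 1.65 (standard error 0.27, adjusted p = 0.00081 from limma) and 1.45 (standard error 0.21, adjusted p = 0.00033 from limma), at up to 7.14 and 8.61 TPM. Their log2(PB replicate 1 / PB replicate 2), taken on TPM + 1, was 0.31 and 0.32, below the 0.51 to 0.87 of the central 80% of the markers. Without the added 1 TPM it was 0.35 and 0.36. However, their 44 and 35 reads (Cd40lg) and 72 and 57 reads (Tnfsf13b) in the PB libraries leave 95% intervals of -0.32 to 1.04 and -0.16 to 0.89 for the log2 ratio of TPM (exact binomial, counting error only).

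A difference in depth is argued against, since 35 of the 37 markers were still higher with the reads of every library thinned to the 9537504 of the smallest. RNA from 40LB cells is a candidate explanation, consistent with a nearly common ratio of the PB libraries. Over the 30 markers at 5 TPM or more in PBs, log2(PB replicate 1 / PB replicate 2), taken on TPM + 1, had a median of 0.69 and an SD of 0.14, against a median of -0.26 and an SD of 0.36 over 27 plasma cell genes. How far the sort removed feeder cells was not tested, so feeder cells in the sort and RNA attached to PBs both stay open. Transcription of these genes by PBs and pre-PBs cannot be told apart from RNA of 40LB cells. The difference of 0.94 between these medians could also come from a gene program that differed between the PB libraries. This difference comes from a single pair of libraries and from genes that are not independent. In pre-PBs the median ratio of the replicates was -0.08 for these markers, and the sources used here do not say whether pre-PBs and PBs of the same number came from the same culture. With the markers themselves left out, 66 of 268 genes at least 5-fold higher in PBs or pre-PBs had a ratio between 0.51 and 0.87, the range of the central 80% of the markers, which is 24.6% against 5.0% of all genes at 5 TPM or more in PBs.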

How the results depend on the processing

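The voom fit, the 2 removals of fibroblast genes and the share of screen 1 targets under other pseudocounts, scaling or forms of the fold were chosen after seeing the data. The planned removal of immunoglobulin genes was not run because none is listed. The numbers of changed genes in PBs and in pre-PBs against either group of act B cells stayed within 1.5 times under each alternative run, and voom on recovered reads shared 7631 of its 7988 calls with the 8003 of PBs against day-6 act B cells, none with the opposite sign. Between PBs and pre-PBs, 585 genes changed, and this became 334 with no filter, 283 with eBayes without trend and 3 with only the 2 groups compared, and ranged from 85 to 715 on leaving out a library. Day-9 against day-6 act B cells gave 1824, ranging from 428 to 2186 on leaving out a library. Where a library was left out of a pair, the lone library was assumed to vary like the other groups. The fold rule gave 282, 114 and 286 genes for PBs, pre-PBs and their union, and depended on the pseudocount, with 833, 352 and 873 at 0.1 TPM and 107, 47 and 109 at 5 TPM. Other forms of the fold gave 1000, 431 and 1082 for the ratio of mean TPM with no pseudocount, which also takes all genes listed with a mean of at least 1 TPM in the higher group and genes at 0 in act B cells, and 991, 444 and 1018 for voom on recovered reads. Leaving out a library gave 211 to 396, 95 to 165 and 215 to 406. The share of screen 1 targets was 84.3% and ranged from 78.1% to 85.2% on leaving out a library; it was 49.1% with 0.1 TPM, 85.3% with 5 TPM, 82.4% with median-ratio scaling, 42.2% for the ratio of mean TPM and 47.1% with voom. With the fibroblast markers' PB replicate difference left out the union was 207 genes, and with the markers left out 7971 genes changed in PBs against day-6 act B cells. Median-ratio scaling moved the share of rises among the changed genes from 45.2% to 55.6% for PBs, from 64.3% to 50.6% for day-9 act B cells and from 49.1% to 56.1% for pre-PBs against day-6 act B cells, from 17.9% to 35.8% for PBs against pre-PBs, and from 40.9% to 55.7% and from 43.2% to 56.5% for PBs and pre-PBs against day-9 act B cells; the median log2 change of all genes moved by 0.15, -0.05, 0.08, 0.07, 0.21 and 0.13. Replicate numbers are not stated to pair the samples. Deviations of libraries with the same number correlated by -0.14 to 0.01 between day-6 act B cells and the day-9 groups. Among the day-9 groups they correlated by 0.12 to 0.15. With the replicate number as a block over all groups, 8038 genes changed for PBs and 6653 for pre-PBs. With this block, 565 changed for PBs against pre-PBs and 1851 for day-9 against day-6 act B cells. No named gene and no list that was past the threshold under either setting reversed, while the homing and adhesion genes, which did not pass, turned from up to down by camera with median-ratio scaling in PBs and pre-PBs against day-9 act B cells (adjusted p = 0.71 and 0.85, then 1 and 0.93). Without a library, calls of named genes were lost more often than gained. With median-ratio scaling 12 calls were lost and 6 gained among 248 results of named genes, which include results not past the threshold in the main fit. With an estimated correlation camera lost all of its 74 list calls. The cause of these shifts was not tested beyond the construction of each alternative. Depth limits genes with few reads. In the simulated data 19 of 50 genes changed 1.5-fold were recovered with 2 replicates. There 11160 of 11359 genes were unchanged and the dispersion was assumed, so this share may not hold for the data. In PBs against day-6 act B cells 8003 genes passed, while 1897 genes were at least 2-fold higher and 1420 at least 2-fold lower.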

Differences from the paper's values

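Among the 998 targets of screen 1, the paper counts 508 genes at least 5-fold upregulated in PBs or pre-PBs compared with act B cells. Over all genes tested, 286 were found here on the log2(TPM + 1) scale, of which 241 are targets. The counts of the alternatives below are over all genes and not over targets, so they and the 508 have different bases. The paper states the fold and no pseudocount, filter or test for it. The axis of Fig. 1A is labelled as a log2 of baseMean, a unit that the paper's text does not define. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's with median-ratio scaling (376), with day-9 act B cells as the comparison group (339), without day-6 act B replicate 2 (404) and without PB replicate 2 (406). It did not with a pseudocount of 0.1 TPM (873) or 5 TPM (109), no filter (286), a filter of 5 TPM (283), quantile normalization (274), an added p threshold (286), the ratio of mean TPM with no pseudocount (1082), or without day-6 act B replicate 1 (215), pre-PB replicate 1 (289), pre-PB replicate 2 (285) or PB replicate 1 (219). The fold from voom on the recovered reads, chosen after seeing the values, gave 1018 genes and did not come within 1.5 times either. Of these genes, however, 479 were targets of screen 1, which is within 1.5 times of 508. Targets made up 49.1% of the 873 genes at 0.1 TPM and 42.2% of the 1082 by the ratio of mean TPM. With median-ratio scaling they made up 82.4% of the 376. Counted among targets, the settings with 49.1% and 42.2% came within 1.5 times of 508, and median-ratio scaling did not.

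For PBs alone the paper gives about 530 genes in Fig. 1A, read by eye, and 282 were found here. The value read from the figure is above the 508 given for PBs or pre-PBs, so 508 may not count every such gene. Median-ratio scaling (373) and leaving out day-6 act B replicate 2 (394) or PB replicate 2 (396) came within 1.5 times of it, and the other alternatives did not. For pre-PBs the paper gives about 230 genes in Fig. 1A, read by eye, and 114 were found here. Leaving out day-6 act B replicate 2 (165) came within 1.5 times of it, and the other alternatives did not. The counts of the paper lie between those found here over all genes with pseudocounts of 1 TPM and 0.1 TPM in each of these comparisons. Counted among targets, however, 508 is above both the 241 at 1 TPM and the 49.1% of 873 genes at 0.1 TPM.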

Other observations

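Most cytokine signalling genes were lower in PBs, and some already in day-9 act B cells. Of 19 genes downstream of STAT3 and STAT5, 13 fell and 5 rose in PBs against day-6 act B cells (13 and 5 adjusted over the list alone), and 7 fell and none rose in day-9 against day-6 act B cells (8 and 0 adjusted over the list alone). Il4ra, the IL-4 receptor chain, went from 1081 ± 43.3 to 55.5 ± 3.42 TPM (SD, n = 2) in PBs, and Batf from 518.3 ± 31.9 to 49.1 ± 1.46 TPM. In day-9 act B cells their log2 changes were -1.22 (standard error 0.09) and -1.17 (standard error 0.08). Glycolysis genes were already lower there, with 12 of 20 below day-6 act B cells and none above (12 and 0 adjusted over the list alone), while 7 of 34 DNA replication genes and 8 of 35 amino acid response genes were higher and none lower (13 and 12 higher adjusted over the list alone). Of 16 germinal center genes 9 fell and 5 rose in PBs (9 and 5 adjusted over the list alone), with Bcl6 falling from 42.8 ± 5.65 to 8.55 ± 0.49 TPM and Nuggc rising. Of 10 MHC class II genes 5 fell and 2 rose (5 and 2 adjusted over the list alone): the peptide-loading genes H2-DMa and H2-DMb2 fell from 1956 ± 232 to 366.4 ± 9.33 TPM and from 2135 ± 261 to 636.0 ± 32.1 TPM, while H2-Aa, at 7604 and 8536 TPM, did not pass (adjusted p = 0.17 from limma, and between 0.029 with median-ratio scaling and 0.55 over its alternatives). Of 22 homing and adhesion genes 10 rose and 12 fell (10 and 12 adjusted over the list alone), with Klf2 at a log2 change of -4.53 (standard error 0.35).

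Of 35 amino acid response genes 13 rose and 7 fell in PBs (12 and 7 adjusted over the list alone), while 16 rose and 4 fell with median-ratio scaling, and Nupr1 rose, at 25.8 ± 12.8 and 156.1 ± 62.1 TPM. Of 22 cholesterol synthesis genes 10 fell and 3 rose (10 and 3 adjusted over the list alone), while 6 fell and 5 rose with median-ratio scaling. The largest changes of day-9 against day-6 act B cells included rises of Cdkn2a from 7.12 ± 0.71 to 58.5 ± 1.03 TPM, Tnnt3 and Cybb, and falls of Epcam from 25.4 ± 6.98 to 1.11 ± 0.33 TPM, Rnf183 and Nov. Among markers of other cells, both 40LB transgene genes rose in PBs (2 adjusted over the list alone). Of 14 T cell genes only 3 were measured, and 1 of them rose (1 adjusted over the list alone). Of 20 myeloid genes only 5 were measured, and 4 rose and 1 fell (4 and 1 adjusted over the list alone). Of 10 NK cell genes only Eomes and Prf1 were measured, and both rose (2 adjusted over the list alone), Eomes to 21.1 ± 6.57 TPM. The other genes of these lists did not reach 1 TPM in 2 libraries. None of the 8 erythroid genes matched by name was at 1 TPM in 2 libraries, so none was tested.

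Of the 8 genes of screen 1 whose effect on PBs the paper also found with single sgRNAs, 6 rose and 1 fell in PBs (6 and 1 adjusted over the list alone); the study chose part of the targets of screen 1 on these libraries, so this is not independent evidence. Of the 23 high confidence genes of screen 2, 17 fell and 3 rose (18 and 3 adjusted over the list alone), and 11 fell with median-ratio scaling. Dnajc2 fell from 154.6 ± 29.3 to 39.0 ± 5.41 TPM, Eef1g from 2868 ± 130 to 1554 ± 45.1 TPM, and Elmsan1 from 49.3 ± 12.9 to 20.5 ± 0.30 TPM. Mau2, at 38.4 and 40.4 TPM, did not pass. Taf6, which the paper names but not among these 23 genes, did not pass either, at 74.9 and 74.8 TPM with uncertain values. Of the 6 known regulators of plasma cells, 2 rose and 3 fell (2 and 3 adjusted over the list alone). Across the 892 tested targets of screen 1, the log2 change in PBs and the paper's log2-fold change of the sgRNAs between day-6 act B cells and day-9 PBs had a Spearman's rho of 0.098 (permutation test, two-sided, p = 0.0032) and a Pearson's r of 0.093 (p = 0.006 from the same permutation test); this is a relation across genes, which are not independent replicates, and it was chosen after the data were seen.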
